A study of Homo sapiens with 8 samples. Its data were reported in "UHRF1 depletion and HDAC inhibition reactivate epigenetically silenced genes in colorectal cancer cells" (2019).

How the data were processed

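RNA of the human colorectal cancer cell line DLD1 was measured on 8 Agilent SurePrint G3 Human GE v2 arrays, which carry a single colour (Cy3). DLD1 cells are an established colon adenocarcinoma line that the study describes as having the CpG island methylator phenotype (CIMP), that is, many methylated CpG islands. Each culture received a control siRNA (siCONT) or either of 2 siRNAs against UHRF1 (siUHRF1-1, siUHRF1-2). UHRF1 is a protein that brings the maintenance DNA methyltransferase DNMT1 to newly replicated DNA. After 48 h the cells were given 300 nM trichostatin A (TSA), an inhibitor of histone deacetylases (HDACs), or its solvent ethanol (mock), for a further 24 h.

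The groups were taken from the labels, which give 4 groups of 2 arrays: siCONT with mock, UHRF1 depletion with mock, siCONT with TSA, and UHRF1 depletion with TSA. The labels number the arrays of a siCONT group as replicates 1 and 2. In a UHRF1 depletion group the 2 arrays carry the 2 different siRNAs, which were treated as the 2 replicates of that group. Neither the labels nor the methods state whether the arrays of a siCONT group carried RNA of separate cultures.

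The deposited files of single arrays hold the intensity of each spot on a linear scale, per the file headers, as extracted by Agilent Feature Extraction 10.7.3.1. The authors' extraction subtracted the local background and wrote a processed intensity, which is not scaled between arrays. The authors also deposited a table with 1 intensity per probe and array in the series matrix. Its values lay between 0.995 and 1.00 times the mean processed signal of the same probe and array, so it holds the same measurement to 3 significant digits. The study's methods name GeneSpring GX for the expression analysis and do not state its normalization. Each array held 62976 spots, of which 58717 were not control spots and stood for 50599 probes. Of these, 902 probes were spotted 10 times, and their spots were averaged. Feature outlier spots were left out, and no spot was saturated.

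All arrays were on 1 slide and in 1 scan. The mock arrays lay in the first row of the slide and the TSA arrays in the second, so the effects of TSA and of the slide row cannot be told apart by design. In each row the siCONT arrays lay in columns 1 and 2 and the siUHRF1 arrays in columns 3 and 4. The effects of UHRF1 depletion and of the slide column thus cannot be told apart either. Between 43.3% and 48.0% of the probes were well above background on an array, and the 75th percentile of the intensity lay between 137 and 189. With 2 arrays per group, their number limits the precision of each value.

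The log2 of the processed intensity minus the 75th percentile of that array over its non-control probes was used as the expression level. Levels were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with the 4 group means as the only terms and all 8 arrays in the fit, which share 1 estimate of the spread. The fit had 4 residual degrees of freedom, and eBayes added a prior of 2.17. A probe was tested in a comparison if it was well above background on both arrays of at least 1 of the groups compared. For the interaction this was any of the 4 groups. A probe was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold, the fold minimum of the study. The tests were two-sided. Over all comparisons 24589 probes were fitted, of which 19898 were well above background on all arrays.

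The comparisons were UHRF1 depletion against siCONT under mock, TSA against mock in siCONT, UHRF1 depletion plus TSA against siCONT with mock, UHRF1 depletion against siCONT under TSA, TSA against mock in UHRF1-depleted cells, and the interaction of UHRF1 depletion and TSA. The interaction is the UHRF1 effect under TSA minus that under mock, on the log2 scale. The groups, tests, gene lists and most alternatives were fixed before the data were examined.

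The arrays of each siCONT group differed by about as much as repeated spots on the same array do. They were therefore counted as 1 sample wherever a mean and its n are given, and siCONT means carry no SD. The limma fit set down beforehand, which treats them as 2 samples, was kept for the tests. Beside each count of changed probes stands the count from a fit, added after the data had been seen, in which the siCONT arrays of an agent were averaged to 1 sample. That fit had 6 samples and 2 residual degrees of freedom. Both come from the differences between siUHRF1-1 and siUHRF1-2, also where a comparison uses only siCONT groups.

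A probe that was not well above background on any array of a group has only a bound there. For such a probe the brighter over the dimmer group is given as "at least N-fold". It sets the mean of the brighter group over all its arrays against the mean over the dim group's arrays of the higher of the lowest signal well above background on that array and the dim probe's own. Fitted log2 changes of such probes are not bounds.

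Gene names came from the files. Transcript identifiers of 28174 probes (55.7%) matched a RefSeq gene table, which gave the current symbol. The other probes kept the name in the files. Where a gene of a list or of the fixed set had several probes, the probe with the highest mean over all arrays was used. A gene named for its large change is given by the called probe with that change. The text says where other probes of a gene gave a change of clearly smaller size or of the other sign in a comparison printed. Coordinates are those the files give for the probes, on the human build hg19 (GRCh37). Whether a probe lies in a coding exon or an untranslated region was not annotated here.

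The genes named in the text followed a rule set beforehand. For each comparison they were the 4 genes with the largest rise and the 4 with the largest fall among called probes with a proper gene name. These had to be well above background and not saturated on every array of the groups compared, with both arrays of a group on the same side of both arrays of the other. For the interaction both siRNAs had to give the same sign. In addition UHRF1, the genes of the first 2 lists below and a fixed set of DNA methylation, cell cycle and endogenous control genes were always looked at. A few of the genes so chosen are not reported here.

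A total of 8 gene lists were tested with camera of limma, with a preset correlation between genes of 0.01, over 6 comparisons, which made 48 tests for the Benjamini-Hochberg adjustment. Adjusted p-values of lists are camera's throughout. The silenced genes are genes the study itself names, some of which it chose as silenced by methylation in these cells. The CIMP markers are loci it names as such, except RUNX3, which is found only in its table of PCR primers and was added from general knowledge. The S-phase and G2/M genes are the cell cycle lists of Seurat 5.3.0, without UHRF1. The replication licensing, cholesterol synthesis, germline and interferon-stimulated genes were written down from general knowledge. The replication licensing list overlaps the S-phase list. Members that were not tested in a comparison were left out of its median.

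The study's methods name t tests and analysis of variance with a threshold of 0.05. For the expression arrays a threshold on p and a minimum of 2-fold are given, and the test behind that p is not named. A t-test with these thresholds, called the methods' t-test, was run on the same values as an alternative, before and after Benjamini-Hochberg adjustment. Other alternatives were normexp background correction with an offset of 50, quantile normalization, the 75th percentile over probes above background on all arrays, median scaling, the authors' series matrix, other filters on dim probes, only the groups compared in the fit, the replicate number as a block, an intensity trend in eBayes, other thresholds, leaving out each array in turn, and for lists fry, camera with an estimated correlation and the mean of all probes of a gene. Counting the siCONT arrays as 1 sample, a separate spread for each siRNA arm, and scaling on the spike-in controls were added after the data had been seen.

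The calculations were tested on simulated data, in which 200 of the 19898 probes above background on all arrays were changed by 2 on the log2 scale, with each group's own spread. The fit recovered 172 of them for UHRF1 depletion under mock, 172 for TSA in siCONT, 173 for UHRF1 depletion plus TSA, 179 for UHRF1 depletion under TSA, 182 for TSA in UHRF1-depleted cells and 141 for the interaction. Probes that had not been changed were called 37, 2, 21, 21, 97 and 47 times, in the same order. In this run with 200 changed probes, that is above the share that an adjusted p under 0.05 allows for all comparisons but TSA in siCONT. In a run added after the results had been seen, in which every group had the same spread, unchanged probes were called 5, 5, 1, 5, 6 and 5 times, which is within that share. With the siCONT arrays counted as 1 sample, 57 of the 200 were recovered for TSA in UHRF1-depleted cells and 0 for each of the other comparisons. Its recovery depends on how many probes change. In a further added run, as many of these probes as the fit to 8 arrays calls among them (629, 2904, 3882, 1092, 3101 and 1045) were changed by the fitted changes of the called probes. The fit with the siCONT arrays as 1 sample then recovered 0, 1369, 2521, 0, 2172 and 0 of them, and 329, 2097, 3228, 692, 2667 and 0 when all were changed by 2. Of the calls of the fit to 8 arrays, 8.8%, 0.24%, 1.1%, 3.5%, 5.6% and 10.4% were then false. The false shares were 8.75%, 0.036%, 1.3%, 3.8%, 4.4% and 6.9% when all were changed by 2.

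Comparisons that share a control group share its chance values. Groups with no change were simulated against shared controls 20 times, with each group's own spread, and the values are given beside the observed ones. A first version with a common spread for all groups was replaced after its result had been seen. Plots were drawn with matplotlib 3.10.9.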

Results

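The series measured RNA levels in DLD1 colorectal cancer cells with or without UHRF1 depletion and with or without the HDAC inhibitor TSA. It holds 8 arrays in 4 groups of 2 (siCONT with mock, UHRF1 depletion with mock, siCONT with TSA, UHRF1 depletion with TSA). Levels are log2 intensities relative to the 75th percentile of the array, so a level of 0 is the intensity that 75% of the probes lie below. Between 21927 and 24291 of the 50599 probes were well above background on an array. The slope of the spike-in controls lay between 0.982 and 0.997, and the median coefficient of variation of repeated spots between 4.01% and 4.44%. The median change over all tested probes lay between −0.14 and 0.06 in the 6 comparisons.

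The level of UHRF1 itself was examined first. Its brighter probe (A_23_P208880, chromosome 19, 4962065 to 4962124, hg19) had a level of 1.99 in siCONT with mock (counted as 1 sample) and 0.16 ± 0.26 (SD, n = 2 siRNAs) in UHRF1-depleted cells with mock. The change was −1.83 (SE 0.22, adjusted p 0.012). Relative to the mean of both siCONT arrays of the same agent, siUHRF1-1 left 31.9% of the signal and siUHRF1-2 left 24.8%. Under TSA the level of UHRF1 was 1.03 in siCONT and −1.85 ± 0.41 (SD, n = 2 siRNAs) after depletion, a change of −2.87 (SE 0.22, adjusted p 0.0023). The siRNAs then left 16.7% and 11.1% of the signal, respectively. The other UHRF1 probe changed by −1.71 under mock (adjusted p 0.0431), and under TSA it was at least 3.67-fold lower, as it was not well above background on either array of depletion plus TSA. With the siCONT arrays counted as 1 sample, the sizes were the same and the adjusted p of the brighter UHRF1 probe was 0.252 under mock and 0.053 under TSA. TSA alone lowered UHRF1 by −0.97 in siCONT cells (SE 0.22, adjusted p 0.0175, or 0.279 with the siCONT arrays counted as 1 sample).

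The spread between replicates differed strongly between siCONT and UHRF1-depleted cells. Over 19898 probes above background on all arrays, the SD of the log2 difference between both arrays of a group was 0.16 in siCONT with mock and 0.16 in siCONT with TSA. It was 0.49 between siUHRF1-1 and siUHRF1-2 under mock and 0.42 under TSA. A difference of over 2-fold was seen for 15 and 21 probes between the siCONT arrays and for 935 and 616 probes between the siRNAs. On 590 probes with 10 spots each, the difference between the siCONT arrays was 1.18 times the noise expected from the spots under mock and 1.09 times under TSA. The corresponding ratios for the siUHRF1 arrays were 12.7 and 10.5. The siCONT arrays of each agent thus differed by about the noise between spots, and they were counted as 1 sample in all means below. Whether they stand for separate cultures was not stated, and the counts of changed probes below depend on it. The fit that counts them as 1 sample takes its residual spread from the siUHRF1 arrays alone. A lower count there can therefore also reflect the difference between the siRNAs.

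Changes by UHRF1 depletion alone were compared with siCONT under mock. Of 22383 probes tested with limma, 922 (857 genes) were changed, 702 higher and 220 lower. With the siCONT arrays counted as 1 sample, 5 were called by limma, and 1297 passed 2-fold with an unadjusted p under 0.05. This was the alternative that moved the count most apart from the adjusted methods' t-test, which called 0. Leaving out the first siCONT mock array gave 209 probes, and leaving out siUHRF1-1 under mock gave 2146.

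TSA alone was compared with mock in siCONT cells. A total of 4317 of 23233 probes (3740 genes) were changed, 2409 higher and 1908 lower. The count was 368 with the siCONT arrays counted as 1 sample. For UHRF1 depletion plus TSA against siCONT with mock, 6071 of 23725 probes (5253 genes) were changed, 3452 higher and 2619 lower. The count was 3662 with the siCONT arrays counted as 1 sample. The split into higher and lower probes depended on the scaling and on the probes tested. Of the probes called for UHRF1 depletion plus TSA, 56.9% were higher with the 75th percentile, 54.9% with quantile normalization, 72.1% with the 75th percentile over detected probes and 31.6% with median scaling, which moved the median of all tested probes to −0.54. With only probes above background on all arrays it was 41.1%.

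UHRF1 depletion under TSA was compared with siCONT under TSA. It changed 1971 of 23841 probes (1783 genes), 1283 higher and 688 lower, and 166 with the siCONT arrays counted as 1 sample. Without the first siCONT TSA array the count was 658. TSA against mock in UHRF1-depleted cells changed 4952 of 23908 probes (4251 genes), 2798 higher and 2154 lower. The count was 4211 with the siCONT arrays counted as 1 sample, since this comparison uses none of them directly.

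**Figure D1:**
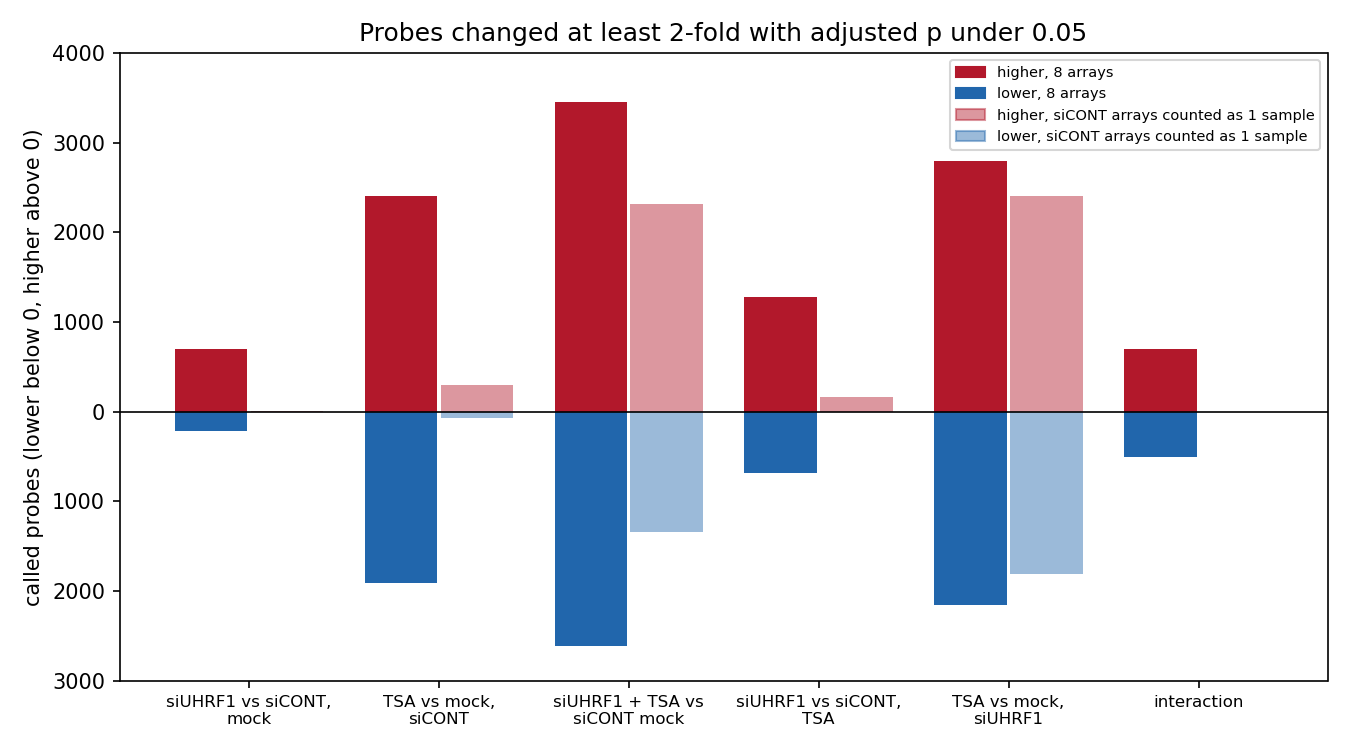
Number of probes changed at least 2-fold with a limma adjusted p under 0.05 in each comparison, with higher probes drawn above 0 and lower probes below. Solid bars use all 8 arrays as separate samples and pale bars count the siCONT arrays of an agent as 1 sample. The pale counts were 5 against 922 for UHRF1 depletion under mock, 3662 against 6071 for the combination and 0 against 1204 for the interaction.

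The methods' t-test was run on the same probes at an unadjusted p under 0.05 and over 2-fold. It gave 756 probes for UHRF1 depletion under mock, 4218 for TSA in siCONT, 5080 (4432 genes) for UHRF1 depletion plus TSA, 1860 for UHRF1 depletion under TSA and 3288 for TSA in UHRF1-depleted cells. Of the 5080 probes for UHRF1 depletion plus TSA, 4992 were also called by limma. After Benjamini-Hochberg adjustment the methods' t-test left 0, 3814, 2714, 0 and 0 probes in the same order. This test treats the siCONT arrays as separate samples.

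Agreement between the siRNAs was examined without shared control arrays. Across 19898 probes, which are not independent replicates, the changes of siUHRF1-1 and siUHRF1-2 against the siCONT array of the same number correlated with r = 0.57 under mock and 0.71 under TSA. If both siCONT arrays carried the same RNA, its chance values entered both changes. The effects of UHRF1 depletion under mock and under TSA, which share no array, correlated with r = 0.26. They had 252 called probes in common, 240 in the same direction. The effects of TSA in siCONT and in UHRF1-depleted cells correlated with r = 0.67 and had 2334 called probes in common, 2316 in the same direction.

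The 6071 probes changed by UHRF1 depletion plus TSA were divided by their calls for each agent alone. Both agents alone had changed 336 of them, UHRF1 depletion alone 222 and TSA alone 2681. The other 2832 (46.6%) were called for neither agent alone. A probe called for the combination and not for the agents alone is not thereby shown to differ between them, which the interaction tests. The 3 comparisons against siCONT with mock share its chance values. The effect of the combination correlated with that of TSA with r = 0.79, against 0.41 for simulated unchanged groups, and with that of UHRF1 depletion with r = 0.44, against 0.26. The correlation between the effects of UHRF1 depletion and TSA was 0.33, against a simulated 0.36. The observed correlations are over the 19898 probes above background on all arrays. The simulated ones also include probes that are dim in some groups. Being on unlike probes, the simulated values cannot decide whether an observed correlation exceeds that from shared chance values. The simulated siCONT spread was that between its arrays, about the noise between spots. If separate siCONT cultures vary more, the simulated values are too low.

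The interaction asks whether UHRF1 depletion plus TSA departs from the sum of both single effects on the log2 scale. Of 24578 probes, 1204 (1132 genes) showed an interaction of at least 1 on the log2 scale at an adjusted p under 0.05, 694 higher and 510 lower than the sum. With the siCONT arrays counted as 1 sample, 0 were called by limma and 2117 passed with an unadjusted p under 0.05. With the replicate number as a block, which pairs the arrays of a siRNA under mock and TSA, 678 were called, and with such a block within each siRNA arm 0. The count was 136 without the first siCONT mock array and 2896 without siUHRF1-2 under mock.

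The genes with the largest changes were named for each comparison. For UHRF1 depletion under mock, ALDH1A1, ZG16B and PSCA rose by 4.64, 4.49 and 4.08, and DUSP5, RHEBL1, RN5-8S1 and CFL2 changed by −2.64, −2.42, −2.35 and −2.24, with SE between 0.17 and 0.92 and adjusted p between 0.00198 and 0.0434. None of these 7 passed with the siCONT arrays counted as 1 sample (adjusted p 0.0556 for PSCA to 0.423 for CFL2), and CFL2 also lost its call under quantile normalization (adjusted p 0.0575). For TSA in siCONT, SNAR-G2, ALPP, SNAR-D and SNAR-F rose by 5.47, 5.39, 5.29 and 5.25, and INSIG1, GPA33, ANGPTL4 and AHNAK changed by −5.59, −5.49, −4.85 and −4.17. Only ALPP, GPA33 and AHNAK of these passed with the siCONT arrays counted as 1 sample (adjusted p 0.0324, 0.0353 and 0.045). The residual spread of that fit is the difference between the siRNAs, in groups that this comparison does not use. For SNAR-G2 the SD was 1.32 between the siRNAs under mock, against 0.01 between the siCONT mock arrays. The other AHNAK probes changed by 0.34 and 0.08, so the fall of AHNAK is that of a single probe. The SNAR genes, ALPP with ALPPL2, and SPANXB2 belong to families of near-identical copies, so a probe can also read other members.

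For UHRF1 depletion plus TSA against siCONT with mock, ALPP, ALPPL2, SNAR-F and SNAR-G2 rose by 6.29, 6.29, 6.14 and 6.05, and INSIG1, ANGPTL4 and DHRS3 changed by −6.72, −4.64 and −4.32. All 7 passed with the siCONT arrays counted as 1 sample, at an adjusted p of 0.0293 for INSIG1 and less for the others. For UHRF1 depletion under TSA, SPANXB2, CEND1, ALPPL2 and DEFB1 rose by 6.15, 4.45, 4.26 and 3.92, and all 4 passed in that fit. UHRF1, ANLN, DEPDC1 and CFL2 changed by −2.87, −2.75, −2.70 and −2.44, and none of these 4 passed in it. For TSA in UHRF1-depleted cells, KRTAP3-1, ALPPL2, ALPP and TNNT1 rose by 7.95, 6.34, 6.04 and 5.47, and HEATR7B1, LFNG, LGALS4 and PHGR1 changed by −6.18, −5.14, −5.06 and −4.82. All 8 passed in that fit. The other LFNG probe changed by −1.26.

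The largest interactions were those of ALPPL2, OASL, LINC00173 and C4orf47 (4.31, 3.82, 3.40 and 2.89) and of NUPR1, CAPN9, DIDO1 and C1orf81 (−3.51, −3.05, −3.02 and −3.00), with adjusted p between 0.00464 and 0.0488. ALPPL2 had a level of 0.68 in siCONT with mock, 0.63 ± 0.31 (SD, n = 2 siRNAs) after UHRF1 depletion, 2.71 after TSA and 6.97 ± 0.19 (SD, n = 2 siRNAs) after both. None of the 8 interactions passed with the siCONT arrays counted as 1 sample (adjusted p 0.189 for ALPPL2), and C4orf47 lost its call under quantile normalization (adjusted p 0.0573). Other probes had smaller interactions, among them −0.22 and −0.38 for DIDO1 and 0.26 for LINC00173. NUPR1 rose with UHRF1 depletion under mock, from 2.15 to 3.71 ± 0.19, and was lower with depletion under TSA, −0.04 ± 0.45 against 1.92.

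The study asked whether genes silenced by CpG island methylation are re-expressed. Of the 9 silenced genes measured by the study, GATA4, GATA5, SFRP1, SFRP2 and SFRP5 were not well above background on any array. DKK1 (A_23_P24129, chromosome 10, 54076687 to 54076746, hg19) was well above background only in UHRF1 depletion plus TSA, on both arrays, with a level of 0.19 ± 1.45 (SD, n = 2 siRNAs). This was at least 11.97-fold above siCONT with mock, at least 15.2-fold above siCONT with TSA and at least 13.8-fold above UHRF1 depletion with mock. UCHL1 (A_23_P132956, chromosome 4, 41270340 to 41270399) likewise was above background only in the combination, at 0.60 ± 0.13, at least 16.0-fold above siCONT with mock, 20.3-fold above siCONT with TSA and 18.4-fold above depletion with mock. TIMP3 was above background on both arrays of siCONT with TSA and on 1 of 2 arrays of the combination, where it was at least 3.77-fold above siCONT with mock, and its SD over the siRNAs was 2.79. NEURL1 was above background in all groups and changed by 0.58 (SE 0.20, adjusted p 0.0562) with the combination.

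Over the silenced genes that could be tested, the median change was 5.00 for the combination (3 genes, adjusted p 0.00766) and 3.58 with dim genes at their bounds. Genes dim in both groups are left out of these medians, and without the filter on dim probes the median of all 9 genes was 0.58 (adjusted p 0.0270). Of the tested genes, 2 genes were called, and 2 adjusted over the list alone. The adjusted p was 0.00376 with the siCONT arrays counted as 1 sample. The lists were moved most by camera with a correlation between genes estimated from the data, under which no list passed in any comparison (lowest adjusted p 0.104). Under fry, which tests a list on its own, all calls for the combination held.

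Among the 7 CIMP markers, IGF2 (A_23_P150609, chromosome 11, 2150394 to 2150453) was above background in all groups. Its level was 0.36 in siCONT with mock, 0.96 ± 0.10 after UHRF1 depletion, 2.48 after TSA and 5.19 ± 0.08 after both (SD, n = 2 siRNAs). Its other probe was not well above background on any array. The change with the combination was 4.82 (SE 0.12, adjusted p 2.6e-05), and the interaction was 2.11 (SE 0.16, adjusted p 0.00708, or 0.288 with the siCONT arrays counted as 1 sample). CACNA1G was at least 8.48-fold higher with the combination and at least 2.97-fold higher with TSA alone, and its other probe was not above background in the combination. SOCS1 was at least 5.44-fold higher with the combination, at least 1.58-fold with UHRF1 depletion and at least 1.45-fold with TSA. CDKN2A changed by 0.32 (SE 0.16, adjusted p 0.137). NEUROG1 was not above background on any array, and CRABP1 and RUNX3 on no more than 1 array of any group. The median of the 4 markers tested was 3.37 for the combination (adjusted p 0.00191), or 2.76 with dim genes at their bounds, and 1.90 over all 7 without the filter on dim probes. Of those tested, 3 were called, and 3 adjusted over the list alone.

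**Figure D2:**
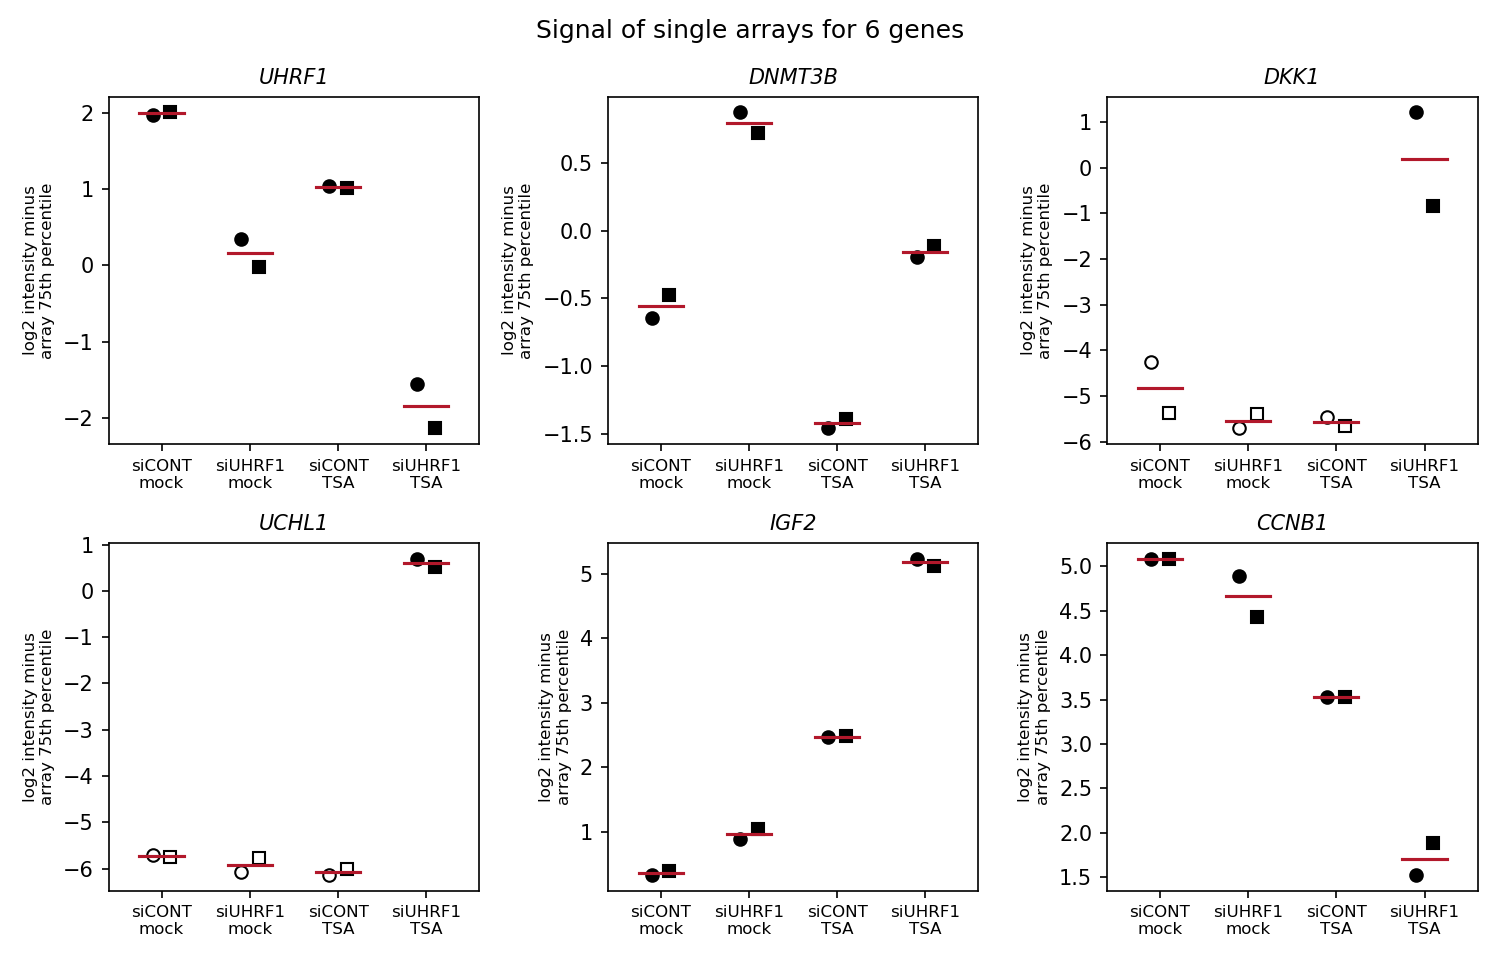
Log2 intensity relative to the array's 75th percentile for UHRF1, DNMT3B, DKK1, UCHL1, IGF2 and CCNB1 on each array. Circles are siCONT replicate 1 or siUHRF1-1, squares are siCONT replicate 2 or siUHRF1-2, open symbols were not well above background and red lines are group means. DKK1 and UCHL1 lie above background only on the arrays with UHRF1 depletion plus TSA, where their means are 0.19 and 0.60.

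Genes of the cell cycle were examined because the study reports that the combination suppresses proliferation. The median change of the G2/M genes (54 genes) was −0.47 for UHRF1 depletion (adjusted p 1.06e-05), −0.81 for TSA (adjusted p 1.30e-06) and −2.19 for the combination (adjusted p 2.43e-15), in which 53 of 54 genes fell. The call for UHRF1 depletion alone was lost under fry (adjusted p 0.0960). For the combination 51 genes were called lower, and 51 adjusted over the list alone. The interaction had a median of −0.91 (adjusted p 1.93e-12), in which 5 genes were called, and 14 adjusted over the list alone. The S-phase genes (42 genes) changed by a median of −0.01 with UHRF1 depletion (adjusted p 0.655), −0.44 with TSA (adjusted p 0.00106) and −1.25 with the combination (adjusted p 4.37e-11), in which 27 genes were called, and 27 adjusted over the list alone. Their median interaction was −0.73 (adjusted p 3.28e-13). The replication licensing genes (22 genes), which overlap them, changed by −0.24 with UHRF1 depletion (adjusted p 0.327), −0.56 with TSA (adjusted p 0.0270, or 0.0570 with median scaling), −1.61 with the combination (adjusted p 6.70e-07) and −0.80 in the interaction (adjusted p 1.51e-07), with 14 genes called for the combination, and 14 adjusted over the list alone.

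CCNB1 (chromosome 5) had a level of 5.08 in siCONT with mock, 4.66 ± 0.33 after UHRF1 depletion, 3.53 after TSA and 1.71 ± 0.25 after both (SD, n = 2 siRNAs), a change of −3.38 with the combination (SE 0.19, adjusted p 0.000153). CCNA2, PLK1, MKI67, CDK1 and MCM2 changed by −3.34, −2.98, −2.23, −1.99 and −1.66 with the combination, at adjusted p between 0.000152 and 0.00235, and all passed with the siCONT arrays counted as 1 sample. With UHRF1 depletion alone none of CCNB1, CCNA2, CDK1, MCM2 and MKI67 passed, nor did the brighter PLK1 probe (adjusted p 0.0841), while the other PLK1 probe changed by −0.87 (adjusted p 0.0366). E2F1 changed by −0.32 with the combination (SE 0.13, adjusted p 0.0977). CCND2 was at least 3.04-fold higher with the combination and at least 2.47-fold higher with TSA alone. CDKN1A changed by 1.36 with the combination (SE 0.76, adjusted p 0.186), with an SD of 0.60 between the siRNAs, which was not distinguishable from no change.

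The remaining lists were fixed beforehand without a question stated by the study. The cholesterol synthesis genes (18 genes) fell with TSA by a median of −1.67 (adjusted p 4.41e-08) and with the combination by −1.67 (adjusted p 5.20e-06). The median was −0.32 for UHRF1 depletion under mock (adjusted p 0.0315, or 0.0829 under quantile normalization) and −0.02 under TSA (adjusted p 0.917, or 0.0281 under fry). With TSA, 14 genes were called lower, and 14 adjusted over the list alone. The interaction was 0.41 (adjusted p 0.0156), and its call was lost under median scaling (adjusted p 0.103) and spike-in scaling (adjusted p 0.146). Of the germline genes, 27 of 32 were on the array and most were not above background. The 7 that could be tested for UHRF1 depletion under mock had a median of 2.61 (adjusted p 0.000315), or 1.03 with dim genes at their bounds. For UHRF1 depletion under TSA the median of 10 genes was 2.71 (adjusted p 1.18e-05), or 1.21 with bounds. For the combination it was 2.63 (10 genes, adjusted p 0.00101), or 0.84 with bounds, with 7 genes called, and 8 adjusted over the list alone. TSA alone gave −0.86 over 2 genes (adjusted p 0.567). Without the filter on dim probes the medians over 27 genes were −0.13 for UHRF1 depletion under mock, 0.98 under TSA and 0.43 for the combination. The interferon-stimulated genes changed by 0.18 with UHRF1 depletion (18 genes, adjusted p 0.0362), 0.10 with TSA (17 genes, adjusted p 0.442) and 0.74 with the combination (18 genes, adjusted p 0.00660), in which 6 were called higher and 1 lower, and 8 adjusted over the list alone. Their call for UHRF1 depletion alone was lost under fry (adjusted p 0.213) and quantile normalization, and that for the combination held under fry (adjusted p 0.00877).

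**Figure D3:**
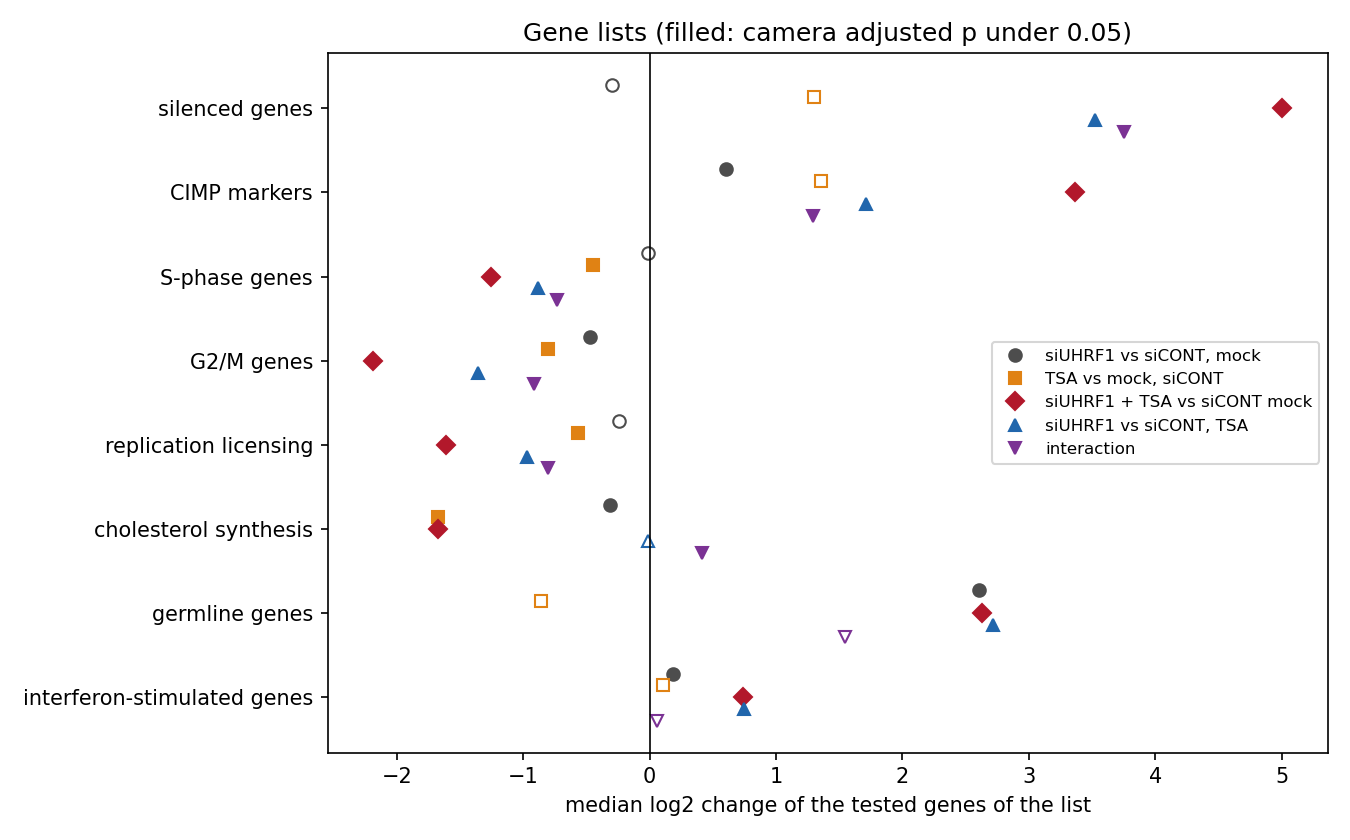
Median log2 change of the tested genes of each list in 5 of the comparisons. Filled symbols had a camera adjusted p under 0.05 with the preset correlation, and open symbols did not or could not be tested. The medians are of fitted changes, so those of lists with dim genes can exceed the values at bounds, such as 3.58 at bounds against 5.00 for the silenced genes with the combination. The G2/M genes lie furthest below 0, at −2.19 for the combination.

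Among the DNA methyltransferases, DNMT3B (A_23_P28953, chromosome 20, 31397064 to 31397123) rose with UHRF1 depletion by 1.36 under mock (SE 0.13, adjusted p 0.00765) and by 1.27 under TSA (SE 0.13, adjusted p 0.00458), with an interaction of −0.09 (SE 0.18, adjusted p 0.778). Its other probe was not well above background on any array. The adjusted p of DNMT3B was 0.241 and 0.145 with the siCONT arrays counted as 1 sample. TSA in siCONT changed DNMT3B by −0.87 (SE 0.13, adjusted p 0.004) and the combination by 0.40 (SE 0.13, adjusted p 0.0405), both under 2-fold. DNMT1 changed by −0.08 with UHRF1 depletion (SE 0.12, adjusted p 0.679), −0.73 with TSA (SE 0.12, adjusted p 0.00551) and −1.28 with the combination (SE 0.12, adjusted p 0.00055). DNMT3A changed by −0.51 with the combination (SE 0.13, adjusted p 0.0178), while its dimmest probe changed by 0.30 (adjusted p 0.302). UHRF2 did not pass in any of the comparisons made for it, and its change with UHRF1 depletion was −0.40 (SE 0.13, adjusted p 0.111), against 0.23 for its other probe (adjusted p 0.702).

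The endogenous controls of the study were also looked at. GAPDH changed by −0.74 with UHRF1 depletion (SE 0.13, adjusted p 0.0294), −0.45 with TSA (SE 0.13, adjusted p 0.0380) and −0.48 with the combination (SE 0.13, adjusted p 0.0258). Under quantile normalization these changes were −0.51, −0.09 and −0.23, and none passed (lowest adjusted p 0.141). ACTB changed by −0.48, −0.19 and −0.30 in the same comparisons, none of which passed (lowest adjusted p 0.0596), and its change with TSA was 0.15 under quantile normalization. The other ACTB probe changed by −0.14, 0.21 and −0.07 (lowest adjusted p 0.226).

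Over the gene results named here, 97 passed the adjusted p of 0.05. Of these, 43 passed with the siCONT arrays counted as 1 sample, 90 under quantile normalization, 74 under spike-in scaling and 97 with the authors' series matrix.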

Values the study reported

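The study reported that 6190 probe sets (4498 unique genes) differed between UHRF1 depletion plus TSA and the control siRNA with mock treatment.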

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

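The tests of siCONT arrays counted as 1 sample, of scaling, of slide position and of a single siRNA were chosen only after the results had been seen, and the test of the spread of single siRNA arrays was written before.

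UHRF1 depletion acted differently under TSA than under mock, by limma's test of the interaction, for 1204 probes. The probes split into 694 above and 510 below the sum of both single effects, and this split depended on the scaling. It was 546 above and 592 below with quantile normalization, 381 and 1194 with median scaling and 168 and 195 with spike-in scaling. With the 75th percentile over detected probes it was 750 and 473. The interaction of siUHRF1-1 and that of siUHRF1-2, each against the siCONT arrays of the same number, correlated with r = 0.66 across probes. This correlation cannot decide whether the spread of single siRNA arrays is the cause. If both siCONT arrays carried the same RNA, its chance values would enter both interactions and correlate them. Which probes pass depends on the scaling, and its part in the count stays open. Of the called probes 81.5% were called again under quantile normalization, 94.6% with the 75th percentile over detected probes and 72.1% with median scaling, but 24.7% with spike-in scaling, which called 363 in all. Spike-in scaling shifted the median interaction by −0.31 and widened the median SE from 0.27 to 0.44, so its losses do not decide between the scaling and a noisier scale. The largest deviation of any of 7 spike-in controls from their own median interaction was 0.10 on the log2 scale, against the minimum of 1 for a call, so hybridisation differences between slide positions do not account for the calls. What also stays open is the standing of the siCONT arrays and the pairing of the siRNA arrays. Counted as 1 sample, the siCONT arrays left 0 calls in limma, with 2117 probes at an unadjusted p under 0.05 and 2-fold, but the same fit recovered 0 of 1045 interactions simulated with the fitted sizes of the called probes, a run added after the results had been seen, and so cannot decide. The differences between the siRNAs under mock recurred under TSA with r = 0.34. With the replicate block 678 interactions were called, and 0 with the replicate block within each siRNA arm, which leaves 2 residual degrees of freedom and had 3216 probes at an unadjusted p under 0.05 and 2-fold. In the simulated data with 200 changed probes the fit to 8 arrays called 47 unchanged probes beside 141 changed ones. With 1045 changed probes it called 79 beside 684 at the fitted sizes, and 66 beside 892 when all were changed by 2. Part of the 1204 may therefore be false calls. Differences of the cultures within a group and a biological interaction of UHRF1 depletion and TSA both remain open.

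The interaction also differed from 0 for lists of genes by camera with the preset correlation. The median interaction was 3.75 for the silenced genes (4 genes), 1.29 for the CIMP markers (4 genes), −0.73 for the S-phase genes, −0.91 for the G2/M genes, −0.80 for the replication licensing genes and 0.41 for the cholesterol synthesis genes. The medians of the silenced genes and of the CIMP markers contain fitted values of dim genes, which are no bounds for an interaction, and their sizes are therefore uncertain. Without the filter on dim probes they were 0.59 over 9 genes and 1.19 over 7 genes. All 6 passed also with the siCONT arrays counted as 1 sample, at adjusted p up to 0.0481 for cholesterol synthesis, and under fry. The call for cholesterol synthesis was lost under median scaling (adjusted p 0.103), spike-in scaling (0.146), no filter (0.0690) and without the second siCONT mock array (0.0545) or the second siUHRF1 TSA array (0.0507), in which the other 5 lists kept theirs. None passed with a correlation between genes estimated from the data (adjusted p between 0.251 and 0.330). Scaling shifts could move the lists together. Median scaling placed the median interaction of all tested probes at −0.28, and the cholesterol genes then had a median of 0.07, while the S-phase and G2/M genes had −1.08 and −1.26. The fall of the cell cycle genes beyond the sum of both effects is in line with an added effect of the combination on proliferating cells, but the same siCONT arrays stand behind it, and a fall of the cycling share of cells was not measured here.

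Among the genes with the largest interactions, ALPPL2 (4.31), OASL (3.82), LINC00173 (3.40) and C4orf47 (2.89) lay above the sum of both effects, and NUPR1 (−3.51), CAPN9 (−3.05), DIDO1 (−3.02) and C1orf81 (−3.00) below it. IGF2 (2.11), CCNB1 (−1.40), E2F1 (−1.04) and MCM2 (−1.28), which were looked at in any case, also passed. With the siCONT arrays counted as 1 sample none of these passed (adjusted p 0.189 for ALPPL2 and 0.552 for E2F1), and under quantile normalization C4orf47 lost its call. ALPPL2 has near-identical copies, so its signal may include those of other alkaline phosphatase genes, which was not tested. The standing of the siCONT arrays, under which 0 interactions were called, is a technical explanation that stays open for all of them, as is the pairing of the siRNA arrays. A scaling shift common to all probes is excluded as the source of the 8 largest. The other scalings shifted the median interaction of all tested probes by −0.34 at most in size. That median cannot show shifts that depend on intensity, as under quantile normalization, so these stay open. Whether a gene passes can also depend on the scaling, as for OASL with spike-in scaling (3.51, limma adjusted p 0.0610). Other probes had smaller interactions, among them −0.22 and −0.38 for DIDO1 and 0.26 for LINC00173.

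DKK1 and UCHL1 had fitted interactions of 6.48 and 6.87. They are no bounds, because both genes were not well above background in 3 of the 4 groups, and on the log2 scale no bound can be given for an interaction whose reference is dim. The smaller of the gaps between the lower array with UHRF1 depletion plus TSA and the highest array of the other groups, with dim signals set to the lowest signal well above background on their array, was 2.54 on the log2 scale. An effect of a single siRNA is therefore excluded as the whole cause, since the arrays of both siRNAs lay above all others. With the siCONT arrays counted as 1 sample UCHL1 had an adjusted p of 0.106 and DKK1 of 0.293 for the interaction, while both passed for the combination against siCONT with mock. Re-expression that needs both UHRF1 depletion and TSA is a hypothesis that these values are consistent with.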

How the results depend on the processing

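Counting the siCONT arrays as 1 sample, a separate spread for each siRNA arm and spike-in scaling were chosen only after the results had been seen, as were the change of the shared-control simulation to each group's own spread and the simulated recovery with as many changes as called. The other alternatives were listed before.

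Counts of changed probes are given in the order UHRF1 depletion under mock, TSA in siCONT, the combination, UHRF1 depletion under TSA, TSA in UHRF1-depleted cells and the interaction. They were 922, 4317, 6071, 1971, 4952 and 1204. They were 5, 368, 3662, 166, 4211 and 0 with the siCONT arrays counted as 1 sample. By construction this fit has fewer samples and 2 residual degrees of freedom, and with as many changes as called, of the fitted sizes, it recovered 0 in simulated data for UHRF1 depletion under mock, UHRF1 depletion under TSA and the interaction, so the drop there does not separate lost power from false calls of the fit to 8 arrays. For TSA in siCONT it recovered 1369 of 2904, above the 368 called, and the cause of this gap was not tested. With normexp the counts fell to 301, 1708, 2637, 744, 2360 and 774, since its offset of 50 draws the fold changes of dim probes towards 0. The methods' t-test after adjustment gave 0, 3814, 2714, 0 and 0, and unadjusted it gave 3288 for TSA in UHRF1-depleted cells, with a test that takes its spread from 2 groups of 2 arrays. With only the groups compared in the fit, which leaves 2 residual degrees of freedom, UHRF1 depletion under mock gave 61.

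Other settings moved single counts. Without the filter on dim probes UHRF1 depletion under mock gave 420 and the interaction 213. Probes above background on all arrays, which are fewer, gave 3882 for the combination, 1093 for UHRF1 depletion under TSA and 3103 for TSA in UHRF1-depleted cells. Median scaling gave 3008 for UHRF1 depletion under TSA, and spike-in scaling 1258 for it and 363 for the interaction. With a separate spread for each siRNA arm the interaction gave 539. Looser thresholds gave more calls by construction. An unadjusted p gave 1568 for UHRF1 depletion under mock and 3134 for the interaction, and no fold minimum gave 1917, 9324, 11213, 4178 and 9388 for the first 5 comparisons. The cause was not tested for the filter, the scalings and the separate spread. Quantile normalization, the series matrix, the intensity trend and the 75th percentile over detected probes left all 6 counts within 1.5 times. Leaving out each array in turn gave 209 to 2146 for UHRF1 depletion under mock, 658 to 2294 for UHRF1 depletion under TSA and 136 to 2896 for the interaction. A group left with a single array is then assumed to vary like the others. The other 3 counts stayed within 1.5 times.

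The share of higher probes was 76.1%, 55.8%, 56.9%, 65.1%, 56.5% and 57.6%. Median scaling gave 31.6%, 29.1%, 30.1% and 24.2% for the last 4 comparisons, and shifted the median of all tested probes by −0.40, −0.35, −0.39 and −0.34. The 75th percentile over detected probes gave 66.3% for TSA in siCONT, 72.1% for the combination, 75.6% for UHRF1 depletion under TSA and 68.2% for TSA in UHRF1-depleted cells, with shifts of 0.13, 0.24, 0.11 and 0.16. Spike-in scaling gave 92.9%, 68.6%, 45.7% and 46.3% for UHRF1 depletion under mock, TSA in siCONT, TSA in UHRF1-depleted cells and the interaction. Normexp gave 54.8% for UHRF1 depletion under TSA, and quantile normalization gave 48.0% for the interaction. The probes tested and the fit moved the share too. With only probes above background on all arrays it was 45.1%, 41.1%, 44.4%, 42.7% and 46.9% for the last 5 comparisons, so that most calls were then lower, and without the filter it was 83.1% for the interaction. It was 81.0% for TSA in siCONT and 97.6% for UHRF1 depletion under TSA with the siCONT arrays counted as 1 sample. The share of higher calls thus depends on the scaling, on the probes tested and on the fit.

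The replicate block was fitted because the labels number the arrays of each group. Deviations of arrays with the same number correlated between groups with r from −0.06 to 0.34, so the numbers do not pair the arrays across all groups. With the replicate block the interaction gave 678 probes, and with the replicate block within each siRNA arm it gave 0, with 3216 probes at least 2-fold at an unadjusted limma p under 0.05. No other count moved by over 1.5 times and no list changed its call. All arrays were on 1 slide, so a slide block could not be fitted.

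The brighter UHRF1 probe kept its direction in all alternatives. Its changes of −1.83 under mock and −2.87 under TSA no longer passed with the siCONT arrays counted as 1 sample. Leaving out each array gave −2.01 to −1.65 under mock, where the call was lost without some arrays. The correlation between the siRNAs was 0.60 under mock and 0.70 under TSA with crossed controls, and 0.69 under TSA with quantile normalization, against 0.57 and 0.71.

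For the lists, camera with an estimated correlation between genes left no call. The medians are then unchanged. They were 5.00, 3.53 and 3.75 for the silenced genes with the combination, with UHRF1 depletion under TSA and in the interaction, and 0.60, 3.37 and 1.29 for the CIMP markers with UHRF1 depletion, with the combination and in the interaction. They were −0.44, −1.25 and −0.73 for the S-phase genes with TSA, the combination and in the interaction, and −0.47, −0.81, −2.19 and −0.91 for the G2/M genes with UHRF1 depletion, TSA, the combination and in the interaction. Replication licensing had −1.61 with the combination, and cholesterol synthesis −1.67 with TSA and −1.67 with the combination. Germline genes had 2.61, 2.63 and 2.71 with UHRF1 depletion, the combination and UHRF1 depletion under TSA, and interferon-stimulated genes 0.18 and 0.74 with UHRF1 depletion and the combination. Estimating a correlation from 4 residual degrees of freedom is imprecise.

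The CIMP markers with TSA (1.36, adjusted p 0.0515) passed under fry (1.36), the siCONT arrays counted as 1 sample (1.36), median scaling (1.31), spike-in scaling (1.495) and no filter (0.14), with 0.29 to 1.51 on leaving out arrays. The interferon-stimulated genes with UHRF1 depletion (0.18) were lost under fry (0.18), the mean of all probes of a gene (0.18), quantile normalization (0.26) and the 75th percentile over detected probes (0.26), with 0.17 to 0.43 on leaving out arrays. The G2/M genes with UHRF1 depletion were lost under fry (−0.47), with −0.75 to −0.16 on leaving out arrays. On leaving out arrays the CIMP markers with UHRF1 depletion gave 0.48 to 0.67 and the interferon-stimulated genes with the combination 0.45 to 1.12, each with a call lost. The cause was not tested.

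Some medians changed sign, most of them near 0. The S-phase genes with UHRF1 depletion (−0.01) had 0.0230 with quantile normalization, 0.0688 with the 75th percentile over detected probes, 0.0435 with normexp, 0.0624 with spike-in scaling and −0.17 to 0.10 on leaving out arrays. The cholesterol synthesis genes with UHRF1 depletion under TSA (−0.02) had 0.0801, 0.0948 and 0.00379 under the first 3 of these and −0.0893 to 0.0986 on leaving out arrays. The interferon-stimulated genes had −0.29 with median scaling and −0.0731 with spike-in scaling for TSA in UHRF1-depleted cells (0.10), and −0.29, −0.25 and −0.0267 to 0.45 on leaving out arrays for the interaction (0.06). Without the filter the silenced genes with TSA (1.30 over 2 genes) had −0.35 and the germline genes with UHRF1 depletion (2.61) had −0.13, as dim members then enter the median. The germline genes with TSA (−0.86 over 2 genes) had −1.05 to 0.24 on leaving out arrays, where the highest value is over 4 genes. The cause was not tested for the other changes of sign.

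Of single genes, ACTB changed with TSA by 0.15 with quantile normalization in place of −0.19. On leaving out arrays DNMT1 with UHRF1 depletion gave −0.16 to 0.00101 and MCM2 −0.0329 to 0.36, and the interaction of DNMT3B −0.17 to 0.000932. None of these had passed. Of 97 gene results that passed, 43 passed with the siCONT arrays counted as 1 sample, 74 with spike-in scaling, 87 with the replicate block, 90 with quantile normalization, 94 with normexp and 97 with the series matrix. Leaving out a siCONT array lost 30 or 31 of them. Signal over background limits the genes that are dim in a group, for which fold changes are bounds.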

Other observations

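Of the tests below, those of spot noise, of lasting siRNA differences, of the slide rows and of scaling were chosen only after the result had been seen, while those of knockdown strength, the sterol-responsive and colonocyte lists, S-phase genes and bright probes were written before their result was seen, although the patterns themselves had been noticed in these data.

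The siCONT arrays of each agent differed far less than the siUHRF1 arrays. The SD of the difference between the siCONT mock arrays was 1.18 times that expected from spot noise, so these arrays may carry the same RNA. Cultures handled in parallel with very little variation would give the same, and the labels do not settle it. The larger spread between the siUHRF1 arrays was partly lasting, since the difference between the siRNAs under mock correlated with that under TSA with r = 0.34 across probes, against 0.07 for the siCONT numbers. The difference of siUHRF1-2 from siUHRF1-1 under mock also correlated with the UHRF1 effect measured under TSA, with r = 0.36. The reverse, the same difference under TSA with the UHRF1 effect under mock, gave r = 0.18, although siUHRF1-2 also left less UHRF1 under TSA (11.1% against 16.7%). This could come from a stronger knockdown by siUHRF1-2, which left 24.8% of UHRF1 against 31.9%, or from a larger effect of siUHRF1-2 on other targets, which was not tested.

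TSA and the slide row are confounded, as all mock arrays lay in the first row. The largest deviation of any of 7 spike-in controls from their median change between siCONT with TSA and with mock was 0.0837 on the log2 scale. This argues against hybridisation differences between the rows as the source of 2-fold changes. The spike-ins cannot show differences in how the RNA was prepared, so a part of the TSA effect could still follow the order of handling.

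The cholesterol synthesis genes fell with TSA, and INSIG1, which responds to the same sterol-regulated transcription, was among the genes with the largest falls. The median change of the cholesterol genes was −1.67, and −1.49 under the other scaling that brought it nearest to 0, which argues against scaling as the cause. A list of 14 other sterol-responsive genes (FADS1, SCD and others), written down without the genes already seen before it was tested, had a median of −1.10 with TSA, with 12 of 14 lower (camera adjusted p 0.00920, fry 0.00980). A candidate explanation is lower activity of sterol-responsive transcription under TSA. The list changed by −1.66 with the combination (adjusted p 0.00291) and −1.25 with TSA in UHRF1-depleted cells (adjusted p 0.00291). UHRF1 depletion gave −0.29 under mock (adjusted p 0.317) and −0.30 under TSA (adjusted p 0.425), and the interaction was 0.18 (adjusted p 0.937, while camera's direction was lower).

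Genes taken to be of the colon epithelium had been noticed among those higher with UHRF1 depletion under mock. A list of 31 colonocyte genes (KRT20, CDX2, VIL1 and others), written down without the genes already seen, had 18 members that could be tested, all in a colon cancer line. Their median change was 0.64, with 16 of 18 higher (camera adjusted p 8.52e-06, fry 0.00980, and 1.27e-06 with the siCONT arrays counted as 1 sample). The interaction of the list was −0.84, with 16 of 18 lower (adjusted p 0.000295), and under TSA the UHRF1 effect on it was 0.09 over 16 genes (adjusted p 0.937). TSA changed the list by −0.27 in siCONT (adjusted p 0.937, where the mean of 0.05 has the other sign) and by −1.22 in UHRF1-depleted cells (adjusted p 0.0354), and the combination by −0.19 (adjusted p 0.937, mean 0.06). This suggests a partial differentiation response to UHRF1 depletion that TSA prevents, as a hypothesis, and other technical causes were not excluded. No list was tested with a correlation estimated from the data here.

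UHRF1 was lower with TSA in siCONT cells, by −0.97. Of the S-phase genes, 11.9% fell further, down to −1.98, so the fall of UHRF1 lies within those of genes that follow DNA replication. It could be a part of the lower expression of S-phase genes under TSA, and a separate effect on UHRF1 was not excluded.

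GAPDH was lower with UHRF1 depletion under mock, by −0.74. The 200 brightest probes had a median change of −0.25, against −0.10 for all tested probes, and of −0.00 under quantile normalization. Of these probes 1% fell at least as far as GAPDH. Under quantile normalization GAPDH changed by −0.51 with a limma adjusted p of 0.141, not distinguishable from no change. A shift of bright probes may therefore account for a part of the change, and what the remainder reflects stays open. From the median alone such a shift had first been read as excluded. The share was then tried as the rule for this reading and left it excluded, and the rule was replaced by one on the adjusted p, both only after the median had been seen. No biological explanation was tested.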
